A study of Mus musculus with 5 samples. Its data were reported in "IL-17A Increases Doxorubicin Efficacy in Triple Negative Breast Cancer" (2022).

How the data were processed

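The data were 5 droplet single-cell RNA sequencing libraries. All came from 4T1 tumors, a mouse mammary cancer line grown in the mammary fat pad, and the BALB/c mice were 12 weeks old per the labels. Treated mice received 3 intravenous doses of doxorubicin (DOX) at 5 mg/kg, 3 days apart, and control mice received saline. Of the 5 libraries, 3 held whole tumor (labelled control, sensitive and resistant) and 2 held T cells enriched from sensitive or resistant tumors by magnetic depletion. The paper describes that step as depleting immune and cancer cells. Groups were taken from the library titles. For the whole-tumor library titled resistant, the DOX sensitivity field also read resistant while the source field named a sensitive tumor. The source field of the control library named a sensitive tumor too, with saline given, so whole-tumor libraries are called by their label throughout. Each group had 1 library.

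The authors aligned reads to the mouse genome (mm10) with Cell Ranger and deposited unique molecular identifier (UMI) counts per gene and cell barcode, without normalization. Per the file headers, the whole-tumor libraries were made with Cell Ranger 3.0.1 and listed 54987 features, and the T cell libraries were made with Cell Ranger 6.0.0 and listed 32285. The feature lists differ, so whole-tumor and T cell libraries were never set against each other. In the whole-tumor libraries 37 mitochondrial features were listed and all had 0 UMIs, so a mitochondrial limit removed no cell there. According to the methods the authors give, T cells of 3 tumors were pooled into each T cell library, so differences between mice within a pool were not measurable.

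Whole-tumor barcodes were kept with at least 200 detected genes and at most 20% mitochondrial UMIs. T cell library barcodes were kept with at least 500 genes and at most 10% mitochondrial UMIs. In each T cell library the barcodes with the highest Scrublet scores were removed as putative doublets, as many as 0.8% per 1000 barcodes would give, which came to 112 cells of the sensitive and 159 of the resistant library. No doublets were removed from the smaller whole-tumor libraries. UMIs were scaled to 10000 per cell and log-transformed, and genes found in fewer than 3 cells were left out. The 2000 most variable genes were scaled, clipped at 10 and reduced to 30 principal components. Leiden clusters were drawn at resolution 1 (5 iterations) on a shared-neighbor graph of 15 neighbors. The libraries of each set were clustered together with no correction between libraries. T cell-like and natural killer (NK) cell-like clusters of the T cell libraries, called T/NK cells below, were then clustered again alone.

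Clusters were named from marker lists chosen before the data were examined, as were the filters, the 44 listed genes and the comparisons. A marker counted for a cluster when it was seen in at least 10% of its cells and lay at least 1 log2 unit above the 25th percentile of clusters, with a pseudocount of 10 CPM (a gene's UMIs scaled to a common library sum), and at least 3 markers were needed. The scoring rule was not chosen beforehand. Of 4 rules tried after the clusters had been seen, the fourth was used. Among types with enough markers, it gave a cluster the one with most markers among its 10 leading genes by fold over all other cells. Ties, also at 0 leading markers, went to the type with the higher mean marker level. With leading genes then taken by fold over clusters of other types, it left a cluster unnamed if another type of the same list had more leading markers than its own, or a type from outside the T/NK list had more and at least 2, and asked for a Cd3d, Cd3e or Cd3g UMI in at least 50% of cells for a T cell name. A cluster with no leading marker of its type and a median depth over 3-fold below that of its libraries also stayed unnamed. It was chosen after the third rule's ratio for Pdcd1 in CD8 clusters was known and before its own was computed. Rebuilt names may differ from those of the study. Of the CD8 T-like clusters, clusters 0 and 2 had no CD8 marker among these leading genes, and cluster 0 was led by Ly6c2, from the macrophage list, so their shares are given by number. Values pooled over the CD8 T-like clusters mix these clusters, and CD8+ gated cells are given beside them where they were computed.

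CD8+ cells were T/NK cells with a Cd3 UMI, at least 1 UMI of Cd8a or Cd8b1 and none of Cd4, and CD4+ cells had Cd4 and neither Cd8 gene. Because the libraries differed in depth, the CD8+, CD4+ and Pdcd1+ shares were counted after each cell had been thinned at random to 1000 UMIs, which left out 26 cells of the sensitive and 5 of the resistant library with fewer. Il17a+ cells are rare and were counted without thinning. Shares were given Clopper-Pearson 95% intervals and ratios of shares a log-scale delta-method interval. Gene levels were UMIs summed over the cells of a library as CPM, and ratios of CPM had exact conditional binomial intervals. For a count of 0, 3 counts of the total gave the upper limit. UMIs of a gene cluster within cells, so intervals on CPM are too narrow as a measure of cell-to-cell spread. With 1 library per group no test was run and no changed genes were counted.

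Besides the 44 listed genes, the text names the 5 genes with the highest and the 5 with the lowest sensitive over resistant CPM ratio in T/NK cells. Eligible genes had at least 100 UMIs over both libraries and a ratio on the same side of 1 in T/NK cells and in CD8 T-like clusters. Mitochondrial genes, receptor and immunoglobulin segments and gene models without a symbol of their own were left out. Gene positions came from GENCODE vM21 (GRCm38, mm10) by Ensembl ID. The ratio step was tested on simulated library sums with 200 genes changed by known folds. The sums were drawn as independent (Poisson) counts, the model the intervals assume, with no clustering of UMIs within cells. The test therefore checks the calculation and not whether the intervals hold for real cells. Over all T/NK cells (8965 genes) the direction of 100% of the changed genes was recovered, and the intervals held the true ratio for 94% of the changed and 95.0% of the unchanged genes.

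Alternatives chosen beforehand were other gene and mitochondrial limits, all deposited barcodes, gates on Ptprc with Cd3d or Cd3e in place of clusters, doublets kept, resolutions 0.5 and 2, 15 principal components, scaling within each library, thinning to 2000 UMIs or none, at least 2 UMIs for a positive cell, CPM without mitochondrial and ribosomal protein genes, scaling by the median gene ratio, means over single cells, CD8 clusters only, a minimum of 500 UMIs per gene, and Il17ra after thinning to 500 UMIs. Alternatives added after the data had been seen were the other 3 naming rules, no mitochondrial limit in the T cell libraries, T/NK clustering without receptor segment and mitochondrial genes, T/NK clustering without the listed genes, CD8+ cells by gate, and neutrophil-like cells left out of the denominator. A comparison of listed genes in cancer cell-like cells was not run, since it asked for 20 cells per library and the sensitive-labelled library had 3.

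Python 3.11.15 was used with scanpy 1.11.5, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9. Random steps used seed 0.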

Results

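Cells of 4T1 tumors, a mouse model of triple-negative breast cancer, were profiled by droplet single-cell RNA sequencing, which counts unique molecular identifiers (UMIs) of each gene per cell. The 5 libraries formed 5 groups of 1 library each. Whole tumor was sequenced from mice labelled control, doxorubicin (DOX) sensitive and DOX resistant, and T cells were sequenced from sensitive and resistant tumors. There were no replicate libraries, so a difference between libraries has no replicate check. Brackets after a value give its 95% interval (Clopper-Pearson for a share), and intervals and floors cover counting error only.

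The control-labelled whole-tumor library held 501 barcodes and 1654559 UMIs, with a median of 1532 UMIs and 567 genes per barcode. The sensitive-labelled library held 278 barcodes and 537293 UMIs (median 1438.5 UMIs, 539.5 genes). The resistant-labelled library held 275 barcodes and 1731940 UMIs (median 2682 UMIs, 804 genes). The T cell library from sensitive tumors held 3949 barcodes and 31690845 UMIs (median 4460 UMIs, 1670 genes), and that from resistant tumors 6116 barcodes and 35908799 UMIs (median 3354 UMIs, 1245.5 genes). The median mitochondrial share was 2.47% in the sensitive and 8.95% in the resistant T cell library, and the limit on it removed 3.11% and 26.5% of their barcodes. After filtering, 488 control-labelled, 269 sensitive-labelled and 263 resistant-labelled whole-tumor cells were kept. The T cell libraries kept 3448 sensitive and 3091 resistant cells.

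The whole-tumor libraries addressed which cell types differ with treatment and response. Neutrophil-like cells were the most frequent type in each, at 63.5% (59.1 to 67.8) of cells in the control-labelled, 87.0% (82.4 to 90.8) in the sensitive-labelled and 51.3% (45.1 to 57.5) in the resistant-labelled library. Macrophage or monocyte-like cells made up 5.33%, 6.32% and 18.6% in that order. Cancer (epithelial) cell-like cells made up 6.76%, 1.12% and 16.0%, the middle value resting on 3 cells. Fibroblast-like cells made up 3.69%, 1.86% and 6.84%, and at Leiden resolution 2 these shares fell to 1.64%, 0% and 1.90%.

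**Figure D1:**
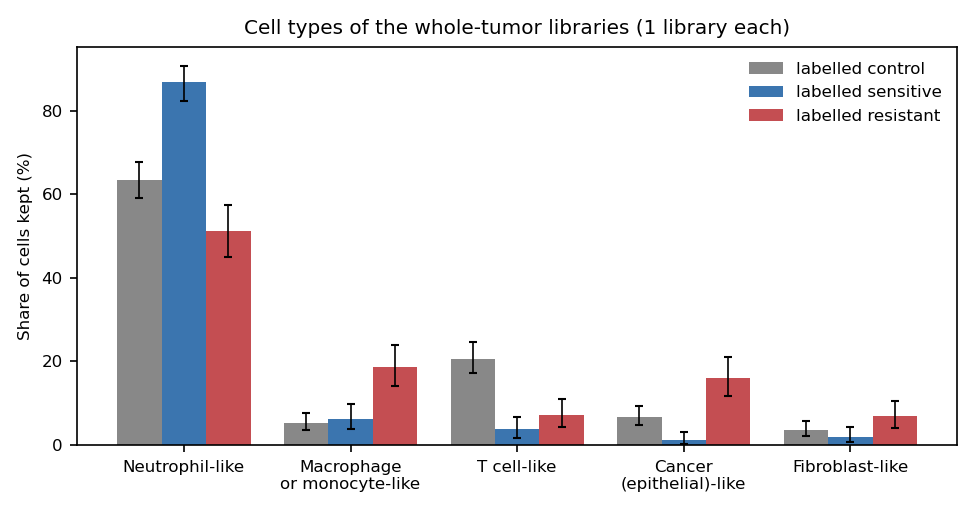
Share of kept cells (y axis, %) in each marker-named cell type (x axis) of the whole-tumor libraries labelled control, sensitive and resistant, 1 library each; bars are shares and error bars Clopper-Pearson 95% intervals. The T cell-like share was 20.7% in the control-labelled library, 3.72% in the sensitive-labelled and 7.22% in the resistant-labelled.

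The share of T cells addressed whether T cell infiltration of the tumor goes with the response to DOX. T cell-like cells were 101 of 488 in the control-labelled library, or 20.7% (17.2 to 24.6). They were 10 of 269 in the sensitive-labelled library, or 3.72% (1.80 to 6.73), and 19 of 263 in the resistant-labelled library, or 7.22% (4.41 to 11.1). The sensitive over resistant ratio was 0.515 (0.244 to 1.09), a difference not detectable at this depth. The alternative that moved it most left neutrophil-like cells out of the denominator and gave 1.92 (0.987 to 3.75), on the other side of 1. Without neutrophil-like cells the T cell-like shares were 56.7% of 178 cells, 28.6% of 35 cells and 14.8% of 128 cells in the control-, sensitive- and resistant-labelled libraries. The sensitive over control ratio was 0.180 (0.0954 to 0.338) and the resistant over control ratio 0.349 (0.219 to 0.557), and both stayed below 1 under each alternative run. Counted instead as cells with UMIs of both Ptprc and Cd3d, the shares were 7.38%, 1.86% and 3.80% of kept cells in the control-, sensitive- and resistant-labelled libraries. Over all barcodes the same gate gave 7.19%, 1.80% and 3.64%. Of the control-labelled T cell-like cells, 84 lay in a cluster with Trbc2, Satb1 and Ccr7 among its leading genes. It held 17.2%, 2.23% and 2.28% of control-, sensitive- and resistant-labelled cells. The other T cell-like cluster, led by Gzmc and Gzma, held 3.48%, 1.49% and 4.94%, so the control-labelled library was not highest there.

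In the T cell libraries, T/NK cells (T cell-like or natural killer cell-like) made up 59.7% (58.0 to 61.3) of kept sensitive and 60.3% (58.6 to 62.0) of kept resistant cells, or 2057 and 1864 cells. The alternative that moved these shares most, another rule for naming clusters, gave 43.7% and 50.5%. Their median depth was 3938 UMIs in the sensitive and 4495.5 in the resistant library. The most frequent type besides T/NK cells was fibroblast-like, at 24.3% and 20.1%.

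CD8+ and CD4+ shares were compared between the T cell libraries to ask whether the makeup of infiltrating T cells differs with chemosensitivity. With each cell thinned to 1000 UMIs, 1253 of 1872 sensitive T cells were CD8+, or 66.9% (64.8 to 69.1), and 1445 of 1766 resistant T cells, or 81.8% (79.9 to 83.6). The ratio was 0.818 (0.787 to 0.850), and ranged from 0.772 to 0.858 over the alternatives. CD4+ cells made up 4.97% (4.03 to 6.05) of sensitive and 1.42% (0.918 to 2.08) of resistant T cells, 93 and 25 cells. Their ratio was 3.51 (2.27 to 5.43) and ranged from 2.49 to 6.28 over the alternatives. Without thinning the CD8+ shares were 67.8% and 85.9% and the CD4+ shares 10.2% and 2.94%. In fibroblast-like cells, which should lack these genes and had median depths of 13249 and 13710 UMIs, thinning left Cd8a or Cd8b1 in 1.57% of sensitive and 3.23% of resistant cells. Cd4 was then seen in 1 of 826 sensitive fibroblast-like cells (0.121%) and in 0 of 620 resistant ones, which allows a share of up to 0.484%.

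Sub-clusters of T/NK cells were compared as shares of the 2057 sensitive and 1864 resistant cells. CD4 helper T-like cells, led by Il13 and Il4, made up 11.4% (10.0 to 12.8) of sensitive and 1.88% (1.31 to 2.60) of resistant cells, a ratio of 6.06 (4.27 to 8.59). The alternative that moved it most, scaling within each library, gave 2.77, and clustering without the listed genes gave 5.71. Naive T-like cells, led by Tcf7 and S1pr1, made up 11.9% and 5.90%, with a ratio of 2.01 (1.62 to 2.50). For NK-like cells the shares were 4.47% and 2.90% and the ratio 1.54 (1.11 to 2.15). Interferon-stimulated T-like cells made up 5.44% and 8.69%, a ratio of 0.626 (0.496 to 0.791). At resolution 2 this class split into clusters that went opposite ways. The cluster with the higher mean marker level held 87 sensitive and 29 resistant cells, the other 26 and 148. Clustered without the listed genes, such clusters held 88 and 60 against 34 and 222, so the pooled ratio mixes both. Proliferating T-like cells made up 5.25% and 11.9%, a ratio of 0.443 (0.355 to 0.553). Treg-like cells, led by Foxp3, made up 5.10% and 2.63%, a ratio of 1.94 (1.39 to 2.71) that fell to 0.445 with 15 principal components, a setting that gave the Treg name to a CD8-rich cluster. A cluster of 40 cells with Cd3e in 5.00% of them, kept from a T cell name by a threshold set after the clusters had been seen, made up 1.41% and 0.590%.

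With each library weighted alike, 4 of the 5 CD8 T-like clusters drew over 80% of their cells from 1 library, and these held 71.9% of CD8 T-like cells. Counted by cells without weights, 3 did (not cluster 2), with 47.8% of the cells. In such clusters a difference between libraries and one between cell types could not be separated. Cluster 0, led by Ly6c2 and Itgae, drew on both libraries, with 20.4% of sensitive and 10.8% of resistant T/NK cells. Cluster 1 held 2.24% and 27.3%, and cluster 2, led by Gzmf and Nr4a2, 5.30% and 22.8%. Cluster 5, led by Trbv14, held 12.1% and 1.98%, and cluster 8, led by Trbv14 and Ccl3, 10.1% and 0.644%. Clustered without receptor segment and mitochondrial genes, 1 of 4 CD8 T-like clusters drew over 80% of its cells from 1 library by either count, with 10.8% of the cells.

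**Figure D2:**
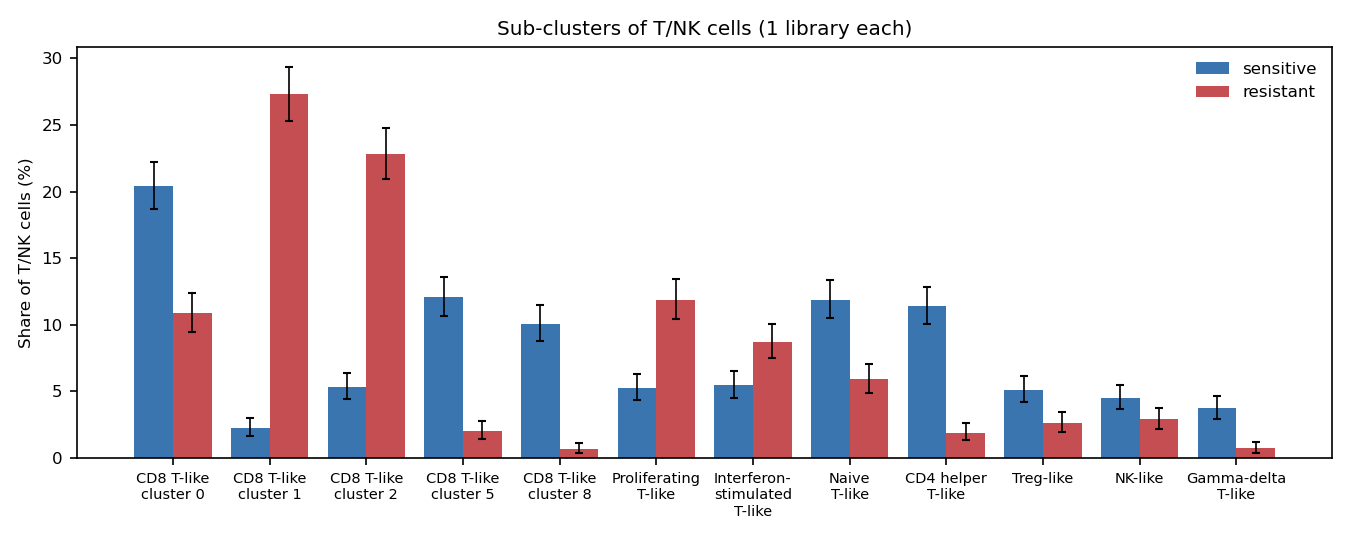
Share of T/NK cells (y axis, %) in each sub-cluster (x axis) of the sensitive and resistant T cell libraries, 1 library each, with CD8 T-like clusters shown by number; bars are shares and error bars Clopper-Pearson 95% intervals. CD4 helper T-like cells stood at 11.4% against 1.88% and gamma-delta T-like cells at 3.69% against 0.697% (sensitive against resistant).

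Gamma-delta T cells and Il17a were examined because Il17a-producing T cells were proposed to mark DOX sensitive tumors. Gamma-delta T-like cells made up 3.69% (2.92 to 4.60) of sensitive and 0.697% (0.372 to 1.19) of resistant T/NK cells, 76 and 13 cells. The ratio was 5.30 (2.95 to 9.51), was 5.89 when clustered without the listed genes, and ranged from 4.00 to 7.40 over the alternatives. Il17a (ENSMUSG00000025929, chromosome 1, 20730905 to 20734496, plus strand, GRCm38) had a UMI in 27 of 2057 sensitive T/NK cells, or 1.31% (0.867 to 1.90). It had a UMI in 3 of 1864 resistant T/NK cells, or 0.161% (0.0332 to 0.470). The ratio was 8.16 (2.48 to 26.8) and ranged from 4.73 to 17.4 over the alternatives, the highest from the gate on Ptprc and Cd3e. Cells that were not T/NK, at median depths of 11605 and 11521 UMIs, carried it in 2 of 1391 sensitive cells (0.144%) and 0 of 1227 resistant cells, which allows up to 0.244%. All 27 sensitive Il17a+ cells and 2 of the 3 resistant ones lay in the gamma-delta T-like cluster, of which Il17a was a leading gene. Il17a made up 844 UMIs of the sensitive and 202 of the resistant T/NK cells, a CPM ratio of 4.26 (3.65 to 4.99). Il17f (ENSMUSG00000041872) had 11 UMIs in the sensitive and 0 in the resistant library, at least 3.74-fold higher in the sensitive one when 0 is read as 3 counts, with an exact 95% lower limit of 2.56.

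Pdcd1, which encodes the exhaustion marker PD-1, was compared to ask whether T cells of resistant tumors are more exhausted. Pdcd1 (ENSMUSG00000026285, chromosome 1, 94038305 to 94052553, minus strand, GRCm38) was seen after thinning in 25.2% (23.3 to 27.2) of sensitive and 28.6% (26.5 to 30.8) of resistant T cells. In fibroblast-like cells it was seen in 0.121% and 0.323%. The ratio was 0.882 (0.792 to 0.982). It was 0.779 without thinning and 1.04 when 2 UMIs were asked for, on the other side of 1. Within CD8+ cells the shares were 30.3% and 31.0%, a ratio of 0.978 (0.873 to 1.096), a difference not detectable at this depth. Without thinning they were 56.1% and 68.5%. Summed over T/NK cells Pdcd1 reached 372 CPM in the sensitive and 399.5 CPM in the resistant library, a ratio of 0.931 (0.891 to 0.972). The CPM ratio was 1.13 in the CD8 T-like clusters, 1.04 (0.991 to 1.09) in CD8+ gated cells and 0.848 when scaled by the median gene ratio, so its direction depended on the setting. By sub-cluster it was 0.516 (0.408 to 0.648) in interferon-stimulated and 0.689 (0.512 to 0.934) in Treg-like cells, and 3.11 (1.29 to 9.80, from 96 and 5 UMIs) in gamma-delta T-like cells. It was 1.02 in CD4 helper, 0.909 in proliferating, 1.31 in naive T-like and 0.523 in NK-like cells, with intervals that include 1.

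Over the 8965 genes with at least 100 UMIs in T/NK cells, the median sensitive over resistant ratio was 1.097, a log2 shift of 0.13. CPM ratios below are given as measured, and scaling by the median ratio lowers each by that factor. Among receptors and activation genes, Ctla4 (ENSMUSG00000026011) had a ratio of 2.21 (2.10 to 2.34), or 2.02 relative to the median. Lag3 (ENSMUSG00000030124) had 1.35 (1.28 to 1.41), or 1.23 relative to the median, and Cd69 (ENSMUSG00000030156) 1.36 (1.30 to 1.42), or 1.24. The ratio of Tigit (ENSMUSG00000071552) was 1.18, or 1.08 relative to the median, and that of Cd27 (ENSMUSG00000030336) 1.31, or 1.19. The paper's discussion describes effector CD8 cells of resistant tumors as more exhausted by Pdcd1, Cd27 and Lag3. In CD8+ gated cells Lag3 had 1.45 (1.37 to 1.53) and Cd27 1.49 (1.36 to 1.63), both higher in the sensitive library, against that direction. Tox (ENSMUSG00000041272) was lower in the sensitive library, with a ratio of 0.745 (0.680 to 0.815), and 0.840 in CD8+ gated cells. Havcr2 had 0.961 in T/NK cells and 1.13 in CD8+ gated cells.

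Cytotoxic genes did not all move the same way. Prf1 (ENSMUSG00000037202) had a ratio of 1.31 (1.23 to 1.39) and Gzmb (ENSMUSG00000015437) 1.28 (1.25 to 1.32), or 1.19 and 1.17 relative to the median. In CD8+ gated cells both ratios were 1.72. Gzma (ENSMUSG00000023132) was lower in the sensitive library, at 0.493 (0.480 to 0.507) in T/NK and 0.607 in CD8+ gated cells. Ifng (ENSMUSG00000055170) had 1.58 (1.49 to 1.66) and Tnf (ENSMUSG00000024401) 2.35 (2.10 to 2.64). The chemokine genes Ccl3, Ccl4 and Ccl5 had 2.96, 1.94 and 1.94, and in CD8+ gated cells 3.47, 2.34 and 2.59. Xcl1 had 1.01 in T/NK cells and 0.898 in CD8+ gated cells. In CD8+ gated cells, where Gzmk had 2.31, no median ratio was computed.

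**Figure D3:**
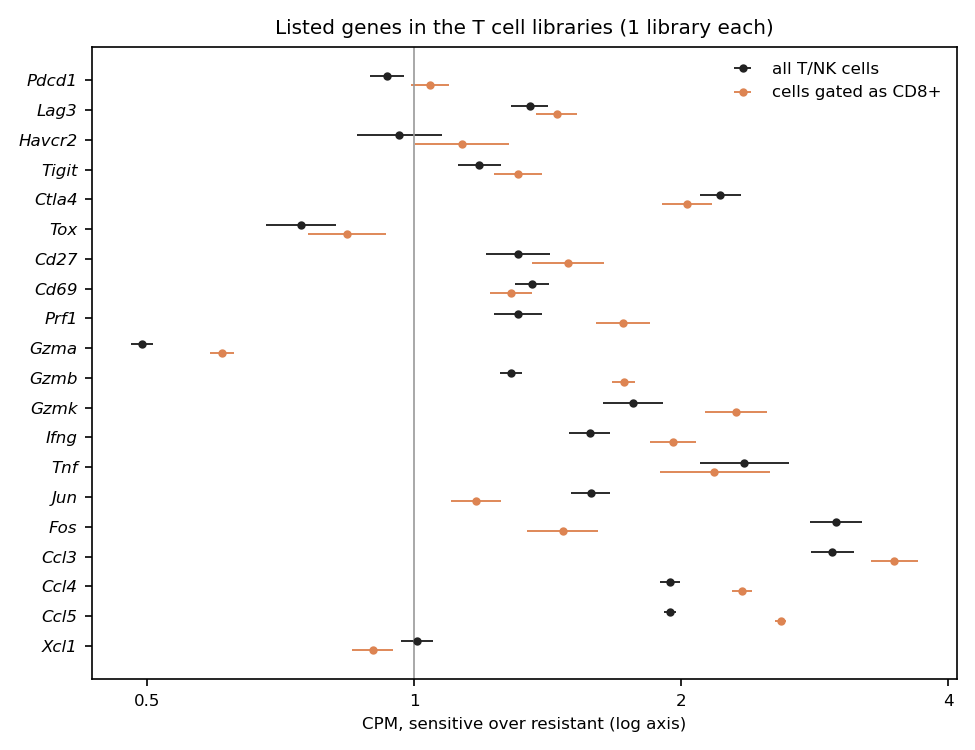
Ratio of CPM in the sensitive over the resistant T cell library (x axis, log scale) for 20 listed genes (y axis), in all T/NK cells and in CD8+ gated cells, 1 library each; points are ratios and lines exact conditional 95% intervals. Pdcd1 lay at 0.931 in T/NK cells and at 1.04 in CD8+ gated cells, and the line at 1 is not shifted by the median ratio of 1.097.

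Cytokine genes of helper T cells had higher ratios. Il4 (ENSMUSG00000000869, chromosome 11, 53602982 to 53618669, minus strand, GRCm38) had 898 UMIs in sensitive and 12 in resistant T/NK cells, a ratio of 76.2 (43.4 to 148). As a mean over single cells its ratio was 17.1. Il5 (ENSMUSG00000036117) had 688 and 19 UMIs, a ratio of 36.9 (23.4 to 61.6), and Il13 (ENSMUSG00000020383) 3310 and 341 UMIs, a ratio of 9.89 (8.84 to 11.1). The Il5 ratio was lower, from 19.5 to 34.0, over the alternatives. Within CD4+ gated cells the Il5 CPM ratio was 5.87 (3.68 to 9.98). Il5+ cells there were 7 of 198 sensitive and 1 of 53 resistant, a ratio of 1.87 (0.236 to 14.9) whose interval includes 1. Il21 (ENSMUSG00000027718) had 61 and 2 UMIs, a ratio of 31.1 (8.24 to 262). Il2 (ENSMUSG00000027720) went the other way, with 12 and 102 UMIs and a ratio of 0.120 (0.0600 to 0.219), but 1.40 from 5 and 5 UMIs in CD8+ gated cells. The immediate early genes Fos (ENSMUSG00000021250) and Jun (ENSMUSG00000052684) had ratios of 2.99 (2.79 to 3.19) and 1.58 (1.502 to 1.66). For Fos the ratio was 2.88 in CD4 helper T-like, 3.69 in gamma-delta T-like and 1.47 in CD8+ gated cells, and 1.16 in Treg-like, 1.13 in proliferating and 0.810 in interferon-stimulated T-like cells. It was 1.27 in fibroblast-like, 2.15 in endothelial cell-like and 0.590 in macrophage or monocyte-like cells of the same libraries.

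The other listed genes with ratios above 1 in T/NK cells under each scaling were Il17ra (1.42), Cd274 (1.36), Cxcl9 (6.79, from 20 and 3 UMIs, 2.01 to 35.7), Ptprc (1.15), Cd3e (1.0997, or 1.00 relative to the median), Thy1 (1.22), Cd4 (3.95), Gzmk (1.76), Trdc (4.82), Trdv4 (6.73), Tcrg-C1 (2.22) and Tcrg-V6 (2.99). Cd3d and Cd3g lay at 0.995 and 1.00. Cd8a had 0.915 and Cd8b1 0.988, and both were above 1 within CD8+ gated cells (1.18 and 1.29). Xist, expressed from the inactive X chromosome of females, had 0.958 and 1.02 as a mean over single cells.

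Across all genes the comparison asked which differ most between the T cell libraries. The 5 highest ratios among eligible genes were those of Il4, Akr1c18, Hdc, Crabp2 and Il10. Akr1c18 (ENSMUSG00000021214, chromosome 13, 4132615 to 4150654, GRCm38) had 201 and 3 UMIs, a ratio of 68.3 (23.0 to 334). Hdc (ENSMUSG00000027360, chromosome 2, 126593667 to 126619299) had 271 and 7 UMIs and 39.4 (18.9 to 99.0). Crabp2 (ENSMUSG00000004885, chromosome 3, 87948666 to 87953376) had 270 and 11 UMIs and 25.01 (13.8 to 50.7), and Il10 (ENSMUSG00000016529, chromosome 1, 131019845 to 131024974) 113 and 7 UMIs and 16.4 (7.73 to 41.8). Il4, Hdc and Crabp2 were leading genes of the CD4 helper T-like cluster. In CD8+ gated cells Akr1c18 had 2 and 3 UMIs, a ratio of 0.931 (0.0777 to 8.12).

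The 5 lowest ratios were those of Gzmg, S100a9, S100a8, Gzmf and Gzme. Gzmg (ENSMUSG00000040284, chromosome 14, 56156582 to 56159579, GRCm38) had 15 and 455 UMIs, a ratio of 0.0336 (0.0186 to 0.0560). Gzmf (ENSMUSG00000015441, chromosome 14, 56205263 to 56211417) had 573 and 3103 UMIs and 0.188 (0.172 to 0.206), and Gzme (ENSMUSG00000022156, chromosome 14, 56117626 to 56120625) 196 and 903 UMIs and 0.221 (0.188 to 0.258). These granzyme genes are close copies of each other, so the division of reads among them is uncertain. S100a9 (ENSMUSG00000056071, chromosome 3, 90692632 to 90695721) had 21 and 239 UMIs and 0.0895 (0.0544 to 0.140), and S100a8 (ENSMUSG00000056054, chromosome 3, 90668978 to 90670035) 10 and 93 UMIs and 0.110 (0.0509 to 0.211). Both S100 genes are neutrophil markers, and neutrophil-like cells made up 4.26% of the sensitive and 5.73% of the resistant library. Of these 10 genes, 3 were also named with a minimum of 500 UMIs and 2 when ranked within the CD8 T-like clusters.

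Il17ra, the receptor of the Il17a protein, was compared across whole-tumor cell types to ask which cells could respond to it. Il17ra (ENSMUSG00000002897, chromosome 6, 120463247 to 120487559, plus strand) had a UMI in 11 of 33 cancer cell-like cells of the control-labelled library, or 33.3% (18.0 to 51.8), at a median depth of 17108 UMIs. In the resistant-labelled library it was seen in 11 of 42, or 26.2% (13.9 to 42.0), at 20126 UMIs. In macrophage or monocyte-like cells it was seen in 38.5% of 26 control-labelled and 16.3% of 49 resistant-labelled cells. Neutrophil-like cells carried it in 14.2%, 12.4% and 20% of control-, sensitive- and resistant-labelled cells, at median depths of 1488, 1422 and 2128 UMIs. T cell-like cells of the control-labelled library carried it in 4 of 101, or 3.96%, at 1388 UMIs. The comparison asked for at least 20 cells. Below that number, T cell-like cells carried it in 3 of 19 resistant-labelled (15.8%) and 1 of 10 sensitive-labelled cells (10%). Thinning to 500 UMIs, the only alternative run for these shares, moved them to 3.03% and 0% in control- and resistant-labelled cancer cell-like cells, 3.55%, 3.51% and 5.93% in neutrophil-like cells and 0.990% in T cell-like cells of the control-labelled library. Macrophage or monocyte-like cells then carried it in 3.85% of control-labelled and 8.16% (2.27 to 19.6) of resistant-labelled cells. T cell-like cells then carried it in 2 of 19 resistant-labelled (10.5%, 1.30 to 33.1) and 0 of 9 sensitive-labelled cells. No cell type known to lack the gene was at hand, and in whole tumor the intervals of the cell types overlapped at equal depth. In the T cell libraries at 500 UMIs, neutrophil-like cells carried it in 5.44% (2.38 to 10.4) of sensitive and 7.34% (3.97 to 12.2) of resistant cells. T cell-like cells there carried it in 1.29% (0.836 to 1.90) and 0.833% (0.467 to 1.37). Cancer cell-like cells carried it in 0 of 109 sensitive cells, which allows up to 2.75%, and in 1 of 138 resistant cells (0.725%). Fibroblast-like cells carried it in 2.63% and 2.58%, and macrophage or monocyte-like cells in 1.86% and 3.11%. Without thinning the shares there were 17.4% and 22.5% in cancer cell-like and 46.9% and 44.3% in fibroblast-like cells. They were 23.7% and 29.5% in macrophage or monocyte-like, 24.5% and 28.8% in neutrophil-like and 9.85% and 8.50% in T cell-like cells. Median depths differed, at 20484 and 21693.5 UMIs in cancer cell-like against 2211 and 2567 in neutrophil-like cells.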

Values the study reported

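The study reported 1,325 cells from whole tumors, of which T cells made up 15.3% in sensitive, 5.54% in control and 3.6% in resistant tumors. It reported 3,495 cells positive for Ptprc and Cd3e in the T cell libraries. Of its T cells, CD8 cells were 84.8% in resistant and 67.6% in sensitive tumors, and CD4 cells 7.0% and 15.5%. Pdcd1-positive cells were given as 58% in resistant and 48% in sensitive tumors. Regulatory T cells were given as 4.5% in sensitive and 2.3% in resistant tumors, and gamma-delta cells positive for Il17a as 1.32% and 0.26% of T cells. These values come from sequencing. By flow cytometry the study also reported more T cells in sensitive than in control or resistant tumors. It reported more PD-1+ T cells in resistant and more IL-17A+ T cells in sensitive tumors by the same method. A western blot gave more IL-17A protein in sensitive tumors.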

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

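The test of doublets in this part was chosen only after the result was seen. The T cell libraries held many cells of another kind, a signal outside the comparisons of the report, which use T/NK cells. Fibroblast-like cells made up 24.3% (22.9 to 25.8) of kept cells in the sensitive and 20.1% (18.7 to 21.5) in the resistant T cell library, 838 and 621 cells. Their median depth was 13249 and 13710 UMIs, against 3938 and 4495.5 in T/NK cells. A T cell library free of other cells would hold none. Doublets of T cells and fibroblasts as the whole cause are argued against, since Cd8a or Cd8b1 was seen without thinning in 4.30% (3.03 to 5.90) of sensitive and 9.02% (6.88 to 11.6) of resistant fibroblast-like cells, while 67.8% and 85.9% of T cells were CD8+. Carry-over of other cells through the depletion step and a difference in the tumors themselves stay open, since neither was tested and the labels give no purity of the enriched cells. The paper describes depletion of immune and cancer cells and names no depletion of fibroblasts, so the design leaves room for their carry-over. No biological explanation was tested. CD8+ and CD4+ shares were taken among T/NK cells alone, so these cells do not enter their denominators.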

How the results depend on the processing

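Alternatives chosen only after the data had been seen were the naming rules 1 to 3, no mitochondrial limit, clustering without the listed genes or without receptor segment and mitochondrial genes, CD8+ cells by gate, and leaving neutrophil-like cells out of the denominator. No paired analysis was possible because each group had 1 library and no test was run, and for the same reason no replicate could be left out. Of the values that answer a comparison, 232 stayed within the counting interval of the reported value, 40 moved beyond it and 6 reversed. For single listed genes these counts were 251, 177 and 16, and of the 177 that moved, 72 were higher and 105 lower than reported. Of the values counted as moved, 1 that answers a comparison and 9 of single genes also crossed 1, from a reported value whose interval included 1. Values below are sensitive over resistant ratios unless a percent is given.

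Ratios that kept their side of 1 under each alternative run were those of CD8+ cells (0.772 to 0.858), CD4+ cells (2.49 to 6.28), Il17a+ cells (4.73 to 17.4), gamma-delta T-like cells (4.00 to 7.40), CD4 helper T-like cells (2.77 to 6.06), naive T-like cells (1.84 to 2.16), proliferating T-like cells (0.432 to 0.598) and interferon-stimulated T-like cells (0.392 to 0.846). NK-like cells did so too (1.46 to 1.64), with a value from 8 alternatives. The interferon-stimulated ratio pools clusters that went opposite ways at resolution 2, with 87 sensitive and 29 resistant cells against 26 and 148. In whole tumor the T cell-like share kept its side of 1 for sensitive over control (0.123 to 0.504) and resistant over control (0.248 to 0.515). Where a clustering gave no cluster of a type, that alternative had no value.

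With 15 principal components the CD8 T-like ratio of 0.788 (0.745 to 0.832) reversed to 1.08 and the Treg-like ratio to 0.445, because a cluster of 538 cells with Cd8a in 96.8% and Foxp3 in 0.372% took the Treg name. Resolution 2 moved the Treg-like ratio to 1.08 and the whole-tumor fibroblast-like shares to 1.64%, 0% and 1.90% in the control-, sensitive- and resistant-labelled libraries. At resolution 2 a cluster of 54 cells, 46 of them resistant, with Cd8a in 94.4% and Foxp3 in 0%, also took the Treg name. The cluster led by Foxp3 held 104 sensitive and 48 resistant cells there. Scaling within each library gave 2.77 for CD4 helper and 0.846 for interferon-stimulated T-like cells. Clustering without the listed genes reversed the CD8 T-like ratio to 1.73, because a cluster of 573 cells with Cd8a in 95.1%, of which 527 were resistant, stayed unnamed for 1 NK marker, Klre1, and no CD8 marker among its leading genes. It also gave 0.392 for interferon-stimulated and 1.35 for Treg-like cells, and within CD8 T-like clusters it reversed Pdcd1 to 0.949 and Xcl1 to 0.654. Here too a cluster of 40 cells, 33 of them resistant, with Cd8a in 92.5% and Foxp3 in 0%, took the Treg name. The cluster led by Foxp3 held 106 sensitive and 43 resistant cells.

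Naming rule 1 gave T/NK shares of 43.7% and 50.5%, ratios of 0.772 for CD8+, 6.28 for CD4+ and 0.715 for CD8 T-like cells, and 1.00 for Pdcd1 CPM. Within CD8 T-like clusters it reversed Tox (1.09), Gzma (2.57) and Trdc (0.110). Naming rule 3 gave 0.562 for CD8 T-like cells and reversed Tox (1.13), Gzma (1.08), Il4 (0) and Trdc (0) there. Both rules change which clusters are counted, and which of these clusters caused each shift was not tested. With CD8+ gated cells in place of clusters Xcl1 was 0.898. Within the CD8 T-like clusters, which leave out the CD4 helper and Treg-like clusters but not every cell with Cd4, Pdcd1 was 1.13, Il2 1.31, Cd4 0.881 and Cd8a 1.22, and 2 of the 10 named genes recurred; beyond the change of cells, the cause was not tested. With a minimum of 500 UMIs 3 of 10 recurred, since fewer genes were eligible.

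Without a mitochondrial limit the resistant T/NK share was 64.0%, and the ratios were 0.858 for CD8+ cells, 4.02 for CD4 helper, 0.598 for proliferating and 1.30 for Treg-like cells, 0.990 for Pdcd1 CPM and 0.836 for Xcl1 in CD8 T-like clusters. The gate on Ptprc and Cd3e gave T/NK shares of 50.2% and 54.0% and 0.995 for Pdcd1 CPM. Pdcd1 CPM was 0.858 without mitochondrial and ribosomal protein genes and 0.848 with median-ratio scaling, and the Pdcd1+ ratio 0.779 without thinning. Asking for 2 UMIs gave 0.853 for CD8+ cells and 1.04 for Pdcd1+ cells. As a mean over cells Xist was 1.02. In whole tumor, at least 500 genes per cell gave 57.1% neutrophil-like cells in the control-labelled and 10.1% macrophage or monocyte-like cells in the sensitive-labelled library. Leaving out neutrophil-like cells gave 1.92, and 0.504 for sensitive over control, since these cells were most frequent in the sensitive-labelled library. For the other shifts in this paragraph the cause was not tested.

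Depth limited several results. Il17ra thinned to 500 UMIs fell to 3.03% and 0% of control- and resistant-labelled cancer cell-like cells, 3.85% of control-labelled macrophage or monocyte-like cells, 3.55%, 3.51% and 5.93% of neutrophil-like cells and 0.990% of control-labelled T cell-like cells, because fewer UMIs were left to find it. The whole-tumor T cell-like share rested on 10 sensitive-labelled and 19 resistant-labelled cells, the Il17a+ ratio on 3 resistant cells and the CD4+ ratio on 25 resistant cells. The comparison of listed genes in cancer cell-like cells was not run, as the sensitive-labelled library had 3 such cells.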

Other observations

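Tests chosen only after the result was seen were those of lymph node tissue, mislabelled libraries, neutrophil yield, free Il17a RNA, Il4 within CD4+ cells and the barcode filter (the alternative with all barcodes was itself chosen beforehand), and the clustering without receptor segment and mitochondrial genes and the setting without a mitochondrial limit were added after the data had been seen. In every paragraph below, the difference in chemosensitivity that the labels name stays open and untested, because each group had 1 library.

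In whole tumor the T cell-like share was highest in the control-labelled library (20.7%) and lower in the sensitive-labelled (3.72%) and resistant-labelled (7.22%) ones. This held for the T cell-like cluster with Ccr7 among its leading genes (17.2%, 2.23% and 2.28% in that order). It did not hold for the one led by Gzmc and Gzma (3.48%, 1.49% and 4.94%). The barcode filter as the whole cause is argued against, since it left out only 13 control-, 9 sensitive- and 12 resistant-labelled barcodes. With all deposited barcodes the sensitive over control ratio was 0.123, but a run with so few added barcodes could hardly have come out otherwise. Barcodes left out before deposit could not be checked. Lymph node tissue in the control-labelled library cannot be told apart from more T cells in the tumor. In that library 4 of 488 cells (0.820%) carried at least 2 of 5 B cell markers, against 0 of 269 and 0 of 263 in the others, and the B cell share of a lymph node was not measured. Mislabelled libraries cannot be excluded either. Summed CPM of 7 interferon-stimulated genes in neutrophil-like cells was 695 in the control-labelled library, 3106 in the sensitive-labelled and 2676 in the resistant-labelled, and that DOX raises these genes is a premise that was not tested. For sensitive against resistant, a different yield of neutrophils may set the direction: the ratio without neutrophil-like cells was 1.92 (0.987 to 3.75), and its interval includes 1, which keeps this open.

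Most CD8 T-like clusters split by library. Receptor segment and mitochondrial genes are a candidate explanation for the split: clustered without them, the share of CD8 T-like cells in clusters drawn over 80% from 1 library was 10.8%, against 71.9% with them (libraries weighted alike) or 47.8% (cells counted without weights). Which of the 2 gene sets mattered was not tested. Trbv14 led clusters 5 and 8, and was found in 10.8% of sensitive and 4.51% of resistant T/NK cells. Expansion of a few clones cannot be told apart from other causes. Among 100 Trbv14+ cells of the sensitive library with a Trav UMI, 33% shared Trav4-3, while in cells without Trbv14 the leading Trav gene reached 13.7%. The resistant library showed a like concentration, with Trav5-4 in 27.7% and Trav3-3 in 21.5% of 65 such cells, against 13.8% for the leading gene in cells without Trbv14. Trav genes share reads and no full receptor was sequenced, which keeps this open.

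Il17a+ cells were more frequent in the sensitive T cell library. Free RNA in droplets as the whole cause is argued against, since 0.144% of cells that were not T/NK carried Il17a there, against 1.31% of T/NK cells. For the makeup of the T cell libraries, removal of cells by the mitochondrial limit as the whole cause is argued against, since with no limit the CD4+ ratio was 2.49 (1.81 to 3.42). For the lower Pdcd1+ share in the sensitive library, a lower share of CD8+ cells cannot be told apart from lower Pdcd1 within CD8+ cells. Within CD8+ cells the ratio was 0.978 (0.873 to 1.096), an interval that holds both 1 and the ratio of 0.882 over all T cells. Without thinning it was 0.819 (0.773 to 0.869), but the resistant T/NK cells were deeper (4495.5 against 3938 UMIs at the median), which raises detection there.

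Fos and Jun were higher in the sensitive T/NK cells. Stress in handling the whole library as the whole cause is argued against, since in macrophage or monocyte-like cells of the same libraries the ratio was 0.590 (0.561 to 0.620) for Fos and 0.605 (0.558 to 0.656) for Jun. Other cell types went both ways, with Fos at 1.27 in fibroblast-like, 2.15 (1.66 to 2.79) in endothelial cell-like and 0.837 in cancer cell-like cells. Within T/NK cells Fos ranged from 0.810 in interferon-stimulated to 3.69 in gamma-delta T-like cells, so the 2.99 over all of them also depends on makeup. Stress of some cell types or during the separation of T cells, and makeup, stay open. More CD4 helper cells as the whole cause of higher Il4 is argued against, since within CD4+ gated cells Il4+ cells were 50 of 198 in the sensitive and 1 of 53 in the resistant library, a ratio of 13.4 (1.89 to 94.6). For Il13 it cannot be told apart from more Il13 per cell. The CPM ratio within CD4+ gated cells was 1.25 (1.11 to 1.41), but the shares of Il13+ cells were 26.8% and 7.55%, a ratio of 3.55 (1.34 to 9.36), and 320 resistant UMIs lay in 4 cells.

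A T/NK cluster of 26 cells carried class II and macrophage genes and made up 0.389% of sensitive and 0.966% of resistant T/NK cells. It had Cd3e in 96.2%, Cd8a in 88.5% and C1qa in 50% of its cells. Doublets of T cells and macrophages cannot be told apart from T cells that express these genes. Its median doublet score of 0.0569 exceeded that of 70.1% of other T/NK cells (median 0.0427), and the barcodes with the highest scores had already been removed. Its median depth of 5088.5 UMIs, against 4198 in other T/NK and 11310.5 in macrophage-like cells, goes against doublets of cells of usual depth. Doublets with shallow macrophages were not tested, which keeps this open.

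By a gate on Ptprc and Cd3d, T cells were 1.86% of 269 kept cells and 1.80% of 278 barcodes in the sensitive-labelled whole-tumor library. By the same gate the kept-cell shares were 7.38% (5.22 to 10.1) in the control-labelled and 3.80% (1.84 to 6.88) in the resistant-labelled library. The sensitive-labelled share (0.606 to 4.28) was thus the lowest, though its interval overlaps the resistant-labelled one. The paper names this gate for its whole-tumor T cells and gives sensitive tumors the highest share, so the orders conflict. The whole-tumor libraries hold fewer barcodes than the study counted cells, so the cells differ. The cause of the conflict was not tested. Pdcd1+ cells were 50.3% of 1933 sensitive and 64.6% of 1804 resistant T cells without thinning, and the thinned shares of 25.2% and 28.6% use fewer UMIs per cell. Without thinning CD4+ cells were 10.2% of 1933 sensitive and 2.94% of 1804 resistant T cells, and Il17a+ cells were 0.161% (0.0332 to 0.470) of 1864 resistant T/NK cells. Both are taken over T/NK clusters named here, a denominator other than that of the study, so no direction is given.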
